# Photoperiodic history modulates the response of the saccus vasculosus transcriptome to seawater exposure in Atlantic salmon

**DOI:** 10.1007/s00359-025-01779-w

**Published:** 2025-11-06

**Authors:** Alexander C. West, Shona H. Wood, Marianne Iversen, Mattis Jayme van Dalum, Even H. Jørgensen, Simen R. Sandve, David G. Hazlerigg

**Keywords:** Atlantic salmon, *Salmo salar*, Saccus vasculosus, Smoltification, Photoperiod, Seasonal

## Abstract

Atlantic salmon (*Salmo salar*) move from fresh- to seawater environments following a seasonally timed preparative transition called smoltification, which takes place under photoperiodic control in the freshwater environment. In masu salmon (*Oncorhynchus masou*), coordination of photoperiodic sexual maturation is proposed to involve in a fish-specific circumventricular organ, the saccus vasculosus (SV), through its intrinsic opsin-based light sensitivity, thyrotrophin secretion and modulation of deiodinase activity (TSH-DIO cascade). The saccus vasculosus is a highly vascularized structure located on the ventral side of the hypothalamus and its interface between the blood and cerebrospinal fluid also hints at a role in ionic balance of the cerebrospinal fluid (CSF). Both the potential photoperiodic and ionic functions of the SV led us to perform transcriptome analysis of the SV in smoltification in Atlantic salmon. Specifically, we compared transcriptomes of SVs collected from freshwater fish following exposure to an 8-week stimulated winter photoperiod followed by 8-week simulated summer photoperiod, or a 16-week simulated winter photoperiod control and from both photoperiod treatments after 24 h exposure to seawater. Our data show that SV response to seawater exposure is highly dependent on photoperiodic history and identifies ependymin as a major secretory output of the SV, consistent with a role in control of CSF composition. Conversely, we could not detect crucial elements of the opsin-TSH-DIO cascade suggesting that the photoperiodic history-dependence of the SV to seawater exposure is unlikely to stem from SV-intrinsic responses to photoperiod.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00359-025-01779-w.

## Introduction

Annual changes in day-length (photoperiod) alter the seasonal environment, particularly at higher latitudes. As a result, many organisms compartmentalize elements of their life history to specific times of year (Hazlerigg et al. 2023). Atlantic salmon (*Salmo salar*) undergo two major seasonally timed developmental processes in their lifecycle: reproduction and smoltification (Mobley et al. 2021; West et al. 2020a). Reproduction occurs following migration to their natal streams in the autumn (Mobley et al. 2021). Smoltification occurs earlier in life when immature ‘parr’ salmon prepare to leave their freshwater environments and migrate to the ocean during the spring. While smoltification is a complex event that includes changes in physical appearance, growth, endocrinology and immune function (Johansson et al. 2016; Nuñez-Ortiz et al. 2018; West et al. 2021), its most striking feature is the change in osmoregulatory function which allows smolts to thrive under the osmotic gradient of their seawater environment (Stefansson et al. 2008).

Atlantic salmon, like other vertebrates, time seasonal changes in phenotype by integrating photoperiod information (Hazlerigg et al. 2023). Short photoperiods (e.g. 8L:16D) provide a winter signal and long photoperiods (e.g. 18L:6D; or constant light, LL) provide a summer signal. Current working models for the physiological mechanism underlying the vertebrate physiological response focus on thyrotrophin signaling and hypothalamic changes in thyroid hormone (TH) metabolism (Hanon et al. 2008; Masumoto et al. 2010; Nakao et al. 2008). In photoperiodic birds and mammals, decoding of photoperiod takes place in the pars tuberalis (PT), a specialized pituitary tissue (West and Wood 2018). On sensing summer-like daylengths, the PT rapidly produces a modified form of thyrotrophin (TSH) whose retrograde action in hypothalamus stimulates the expression of deiodinase type II (*dio2*), a thyroid hormone activating enzyme, within specialized tanycyte cells lining the third ventricle. The induction of DIO2 and concomitant suppression of DIO3, a thyroid hormone inactivating enzyme, leads to the conversion of the biologically inert T4 form of thyroid hormone to the bioactive variant T3. Local T3 elevation within the hypothalamus then orchestrates a neuroendocrine program that stimulates organism-specific, summer-type physiological states. In contrast, short winter-like photoperiods lead to low levels of PT-type TSH and DIO2, and increased DIO3 levels reduce the hypothalamic T3 concentration which is linked to winter-type physiological states (Hanon et al. 2008; Masumoto et al. 2010; Nakao et al. 2008; Yoshimura et al. 2003). While teleosts do not have an anatomically distinct PT (Trudeau and Somoza 2020), two models nonetheless place seasonally dependent changes in TSH expression at the core of the photoperiod integration mechanism. Based on studies in masu salmon, Yoshimura and colleagues have described the presence of components of the TSH-DIO pathway, including light-sensitive opsins, in coronet cells of the saccus vasculosus (SV), a fish-specific circumventricular organ (Fig. 1a–b) (Nakane et al. 2013). In addition, they reported that surgical removal of the SV in masu salmon (*Oncorhynchus masou*) blocks winter photoperiod-induced testicular growth, suggesting that the SV may be a seasonal sensor of photoperiod and coordinator of seasonal reproduction in salmonids (Nakane et al. 2013). Contrastingly, in Atlantic salmon, in has been reported that a novel *tshβ* subunit isoform, designated *tshβb* is expressed in the dorsal region of the pars distalis, with levels increasing markedly during photoperiod-dependent smoltification, leading to the proposal that this isoform plays an analogous role to PT-derived TSH in birds and mammals (Fleming et al. 2019; Irachi et al. 2021).

**Fig. 1:**
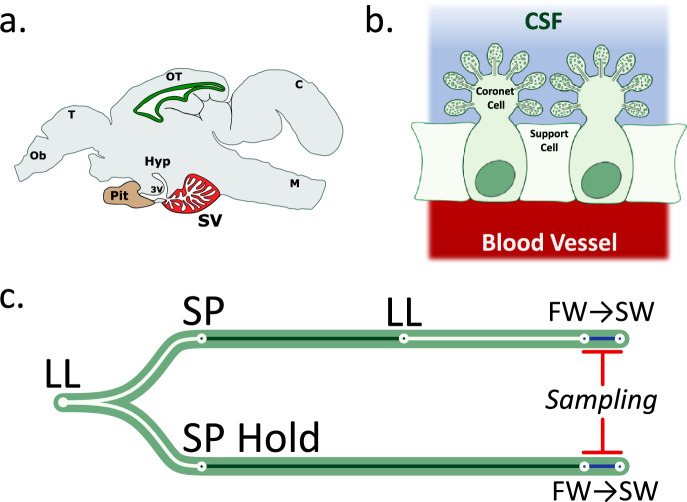
The saccus vasculosus and experimental design **a** Atlantic salmon have a well-developed saccus vasculosus (SV) located next to the ventral side of the brain, caudal to the pituitary gland and connected to the third ventricle. Highlighted in red. Abbreviations: Ob. Olfactory bulb, T. Telencephalon, OT. Optic tectum, C. cerebellum, M. mesencephanlon, Pit. Pituitary, 3 V. third ventricle, SV. Saccus vasculosus. **b** The SV contains coronet cells whose protrusions into the cerebrospinal fluid (CSF) are covered in several globule structures. Coronet cells are flanked by supporting cells. **c** Experimental design: Atlantic Salmon were reared under constant light (LL), then transferred to short photoperiod (SP). One group was held on SP for the rest of the experiment (bottom – SP Hold, 16 weeks). The other group were transferred to LL for 8 weeks after eight weeks of SP(top—SPLL). Both groups sampled in freshwater (FW) and after 24 h in seawater (SW)

To date, no studies have investigated the relationship between the SV and smoltification. It is notable, however, that the SV coronet cell globules of several teleosts, including rainbow trout (*Oncorhynchus mykiss*), contain high densities of Ca^2+^ containing vesicles which are suggested to act as reservoirs that release calcium ions into the cerebrospinal fluid (CSF) of the third ventricle (Jansen et al. 1981, 1982; Graña et al. 2012; Cid et al. 2015). The SV is also extensively innervated by neurons that project both to and from the hypothalamus and neurosecretory CSF contacting dopaminergic neurons (Joy and Sathyanesan 1979; Sueiro et al. 2007). While there are no categorical divisions between teleosts from different ecological niches, there is a notable loss or reduction of the SV in most primary freshwater fish contrasting with marine teleosts who usually have well-developed SVs (Tsuneki 1992). The SV of some euryhaline fish changes with seawater exposure. For example, the prevalence of glycosaminoglycans, polysaccharides important for ECM function (Köwitsch et al. 2018), on the cell surface of stickleback (*Gasterosteus aculeatus*) and rainbow trout SV coronet cells is greater when fish are kept on freshwater compared to seawater (Emanuelsson and von Mecklenburg 1972; Benjamin 1974). Interestingly, injection of SV homogenate from seawater-acclimated rainbow trout into the third ventricle of freshwater-acclimated rainbow trout increased their seawater survival time compared to uninjected animals, supporting a role of the SV in SW adaptation (Emanuelsson and von Mecklenburg 1974). Together, these data suggest a role for the SV in CSF ion composition which may be adaptive during marine migration of salmon during smoltification.

To determine if the SV plays a role in photoperiodic control of smoltification and / or osmoregulation, we have conducted an analysis of transcriptomic changes in the SV of Atlantic salmon subjected to a standard photoperiod protocol known to induce smoltification under laboratory conditions. Our data support earlier reports suggesting a role for the SV in calcium homeostasis and indicate that the SV is sensitive to both photoperiod and salinity, with a significant interaction between these factors. Despite this, key components of the TSH-DIO pathway are not expressed in the SV of juvenile Atlantic salmon, implying that these observed changes are secondary to neuroendocrine regulation mediated by other neuroanatomical sites.

## Materials and methods

### Animal welfare statement

All studies were performed in accordance with Norwegian and European legislation on animal research. The smoltification experiment was conducted as part of ongoing smolt production at Havbruksstasjonen i Tromsø, which is approved by the Norwegian Animal Research Authority (NARA) for the containment and experiments on fresh and seawater fish. Formal approval of our experimental protocol was not required because the experimental conditions were consistent with routine animal husbandry practices and therefore there was no compromise of animal welfare.

### Experimental design

Atlantic salmon (*Salmo salar*, Aquagen commercial stain, Norway) were raised from hatching in freshwater under continuous light (> 200 lx at water surface) at ambient temperature (~ 10 °C). Juvenile fish were housed in 500L tanks and fed continuously with pelleted salmon feed (Skretting, Stavanger, Norway). At 11 months of age, 1400 parr (mean weight 40.3 g) were distributed among distributed among eight 300 L circular tanks and allowed to acclimate for one week.

Following acclimation, the fish were treated in two groups. Group 1 (SP-hold) were transferred to short photoperiod (SP; 8 h light/24 h) for 16 weeks. Group 2 (SPLL) were transferred to SP for 8 weeks before transfer to constant light (LL) for 8 weeks. Constant light provides a summer stimulatory photoperiod in Atlantic salmon and is commonly used in aquaculture. Fish were sampled in FW prior to SW transfer, then the remaining fish from both group 1 and group 2 were transferred to a full-strength seawater tank (34 ‰ salinity) under constant light. After 24 h in seawater the final group of fish were collected (see Fig. 1c for experimental design). The experiments were performed in duplicate tanks, five fish were taken from each duplicate tank at each collection point, sex was not determined.

### Tissue collection

On collection, the fish were netted out and lethally anesthetized in benzocaine (150 ppm; Benzoak Vet, ACD Pharma, Norway). Once fish opercula stopped moving, blood was sampled from the caudal vein, then the fish were decapitated and SVs and gill filaments rapidly dissected and stored in RNAlater (Sigma-Aldrich, USA) at 4˚C for 24 h, then frozen at -80˚C until further processing. Additional gill filament samples (2–3 secondary filaments) were collected in 100ul ice cold SEI buffer (0.15 M sucrose, 0.01 M N_2_EDTA, 0.05 M imidazole; Sigma, USA) and frozen on dry ice before transfer to -80˚C for storage (Mccormick 1993). Blood samples were collected in 2 ml lithium-heparinised vacutainers (Beckton Dickinson, Puls Norge, Norway) and stored on ice before centrifugation (6000 × *g*) for 10 min at 4 °C. Plasma supernatents were aliquoted and stored at − 20 °C.

### Blood plasma osmolality measurements

Blood plasma samples were thawed on ice then osmolality measurements were made from 50 µl aliquots using a three-point (0, 300, 850 mOsmol/kg) calibrated osmometer OSMOMAT^®^ 030 (GONOTEC, Berlin, Germany).

### Sodium, potassium ATPase (NKA) activity

NKA assays were performed in 96 well format following (Mccormick 1993). Briefly, gill tissue in SEI buffer was thawed and homogenised in the presence of sodium deoxycholate (0.1%; Sigma, USA). The samples were centrifuged at 3000 × *g* for 30 s then the supernatant assayed for ATP-ADP hydrolysis activity, with and without the NKA activity inhibitor ouabain. Spectrophotometer readings (Spectramax Plus 384, USA) at 340 nm were measured at 25 °C at 30 s intervals for 10 min to derive NKA activity Vmax. NKA activity was normalised to protein concentration measured by bicinchonic acid protein assay kit (Pierce, Thermo Fisher, USA) and expressed in units of ATPase activity per mg protein. NKA activity values are replotted from Iversen et al. (2020) in Figure S1a.

### RNA extraction

SVs were selected from two fish per sampling point from duplicate tanks. SV tissue was disrupted using a TissueLyser II (QIAgen, Germany) and RNA extracted using an RNeasy plus micro kit (QIAgen, Germany). RNA concentrations were measured using a NanoDrop ND2000c spectrophotometer (NanoDrop Technologies, USA) and stored at − 80˚C until further processing. RNA from gill filaments were extracted as detailed in Iversen et al. (2020).

### Quantitative polymerase chain reaction

Gill RNA was processed as in Iversen et al. (2020). and quantitative PCR for *nkaa1b(ii)* and *ctfr* conducted to confirm smolt status, data are replotted in Figure S1a. Primer sequences, reagents and thermal cycler programmes are detailed in Iversen et al. (2020).

### RNA sequencing

Sequencing libraries were generated using TruSeq Stranded mRNA HS kit (Illumina, USA). Library concentration was measured using a QUBIT BR kit (Thermo Scientific, USA) and mean length was measured using a 2100 Bioanalyzer and DNA 1000 kit (Agilent Technologies, USA). Individual samples were then barcoded using Illumina HiSeq indexes and single-end 100 bp sequencing of the samples were performed using an Illumina HiSeq 2500 at the Norwegian Sequencing Centre (University of Oslo, Norway). Cutadapt (v4.0) was next used to remove sequencing adapters, trim low quality bases and remove short sequencing reads under the parameters -q 20 -O 8—minimum-length 40 (v4.0, Martin 2011). FastQC (v0.12.1, Barbraham Institute, UK) was used to perform quality control of the reads. Three samples were excluded from the analysis due to low read counts (< 1 million; Supplementary Table 7). Transcripts from single-end RNAseq data were quantified based on the Atlantic salmon reference transcriptome version 3 (Ssal_v3.1, GCA_905237065.2) by using Salmon (v 1.1.0.) on mapping-mode using the flags –keepDuplicates for indexing. The flags –validateMappings, –gcBias and –numBootstraps 100 were used during quantification (Patro et al. 2017). Transcript level counts were uploaded to EdgeR (3.42.4) using the command catchSalmon (Robinson et al. 2009). Normalised counts were filtered by determining the median counts per million (CPM) across the whole experiment for each transcript and applying a cut off of 0.77CPM, which for our 13 samples sets a threshold of 10 counts per transcript over the entire dataset (Ji and Sadreyev 2018). Differential transcript expression was then calculated by ANOVA-like contrasts, in some cases, we therefore present multiple differentially regulated transcripts that are derived from the same gene (Supplementary Tables 2–6). The final replicate numbers in each group were therefore: SP-hold_FW = 4, SP-hold_SW = 3, SPLL_FW = 2, SPLL_SW = 4. Data is accessible online (GEO accession number GSE291612).

### Gene ontology analysis and transcription factor binding site analysis

Mouse and zebrafish homologues to Atlantic salmon genes were identified using BioMart (Smedley et al. 2009). The target and background sets of genes were then submitted to the GOrilla gene ontology tool along to identify enriched GO terms (Eden et al. 2009). Enrichment for transcription factor binding sites was determined using SalmotifDB (Mulugeta et al. 2019).

## Results

### Photoperiodic stimulation of smoltification

In a parallel study (Iversen et al. 2020), we confirmed smolt status by measuring gill NKA activity and qPCR for two smolt-associated ion channel subunits (*nkaa1b(ii)* and *cftr)*, to infer the preparation of the fish to the osmoregulatory challenges of marine migration (Figure S1a) (Nilsen et al. 2007; Mccormick et al. 2013). Gill NKA activity was increased, as was *nkaa1b(ii)* and *cftr* RNA expression, in fish collected in the SPLL FW group compared to the SP-hold FW group, typical of fish adopting smolt physiology (Figure S1a; Mccormick et al. 2013; Nilsen et al. 2007). We next measured the ability of the fish to hypo-osmoregulate by measuring of blood plasma osmolality and chloride concentrations following 24 h in full strength seawater. Both blood osmolality and chloride levels were increased in the SP-hold group relative to the SPLL group, indicating a reduced capacity of the SP-hold group to defend against the osmotic gradient experienced in seawater (Figure S1b). Together these data show that, consistent with previous work, the photoperiod treatments of our experiment (Fig. 1C) were sufficient to stimulate smoltification in the SPLL group but not in the SP-hold group (Handeland and Stefansson 2001; Strand et al. 2018).

### Transcriptomic analysis of saccus vasculosus highlights role in ependymin production and exocytosis.

We next wanted to examine our RNAseq data for insights into the SV biology of Atlantic salmon. 

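RNA sequencing covered 13 SV libraries in 4 groups. SP-hold fish had 16 weeks of short photoperiod with 8 h of light per day. SPLL fish had 8 weeks of short photoperiod followed by 8 weeks of constant light. SVs of each photoperiod group were taken in freshwater (FW) and after 24 h in seawater (SW) at 34‰. The seawater tank was under constant light, so that in SP-hold fish the transfer also changed the light, and the effects of salt and of light cannot be told apart there. The authors left out 3 libraries with low read counts, which leaves 4 libraries for SP-hold FW, 3 for SP-hold SW, 2 for SPLL FW and 4 for SPLL SW.

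The authors sequenced stranded mRNA libraries with single-end reads, trimmed the reads with Cutadapt and estimated reads per transcript with Salmon on the Ssal_v3.1 transcriptome, with a correction for GC bias. The files list 146780 transcripts with their estimated reads and TPM. Assigned reads per library ranged from 15346418 to 22430760 (median 21549477) in SP-hold FW and from 21925327 to 26502552 (median 26474534) in SP-hold SW. They ranged from 22401045 to 24840759 (median 23620902) in SPLL FW and from 22239063 to 24001266 (median 23101322.5) in SPLL SW. SPLL SW replicate 3 stood apart, with reads for 54196 transcripts against 62912 to 70193 in the other libraries. Of its TPM, 10.9% came from named erythrocyte markers, most of them hemoglobin chains.

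Estimated reads were rounded to whole reads. Transcripts with a median of at least 0.77 CPM were kept, as in the paper, and 46383 were tested with edgeR in a quasi-likelihood fit of the 4 group means with TMM normalization. The 4-group test used the paper's FDR of 0.01, and contrasts between groups used an FDR of 0.05. These contrasts were SW against FW in each photoperiod group and averaged over both, SPLL against SP-hold in FW and in SW, and the interaction of photoperiod and SW. Changes are log2 fold changes with their standard error (SE). Names come from the paper's supplementary tables, which name 1275 transcripts, 407 of these only by a zebrafish or mouse match. Counts were also simulated from the means and spread of these libraries, with 100 transcripts changed 4-fold and 100 changed 2-fold among the 46383. The pairwise contrasts recovered 11 to 26 of the first and 0 to 2 of the second, so that many changes were missed there. More transcripts may change in the data, which eases the FDR cutoff, so these shares are not the power of the contrasts reported here.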

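Ribosomal protein transcripts, which encode the structural proteins of the ribosome, made up 11.4 ± 2.01% of TPM (SD, n = 13 libraries) with 158 transcripts. The list set for coronet cells and the SV, which holds the ependymins and parvalbumin, made up 9.28 ± 1.67% (SD, n = 13) with 14 transcripts. The epd transcripts alone held 7.06 ± 1.47% (SD, n = 13). Of these genes the paper calls parvalbumin a known SV marker, and it proposes ependymin as an output of the SV from these data, so that this share does not measure coronet cells. Erythrocyte markers, most of them hemoglobin chains, made up 5.08 ± 2.45% (SD, n = 13) with 11 transcripts. Markers of glia and tanycytes made up 0.87 ± 0.158% with 8 transcripts, and subunits of the respiratory chain and ATP synthase made up 0.825 ± 0.14% with 55. These gene groups were fixed before the data were examined, and each share counts only members named in the 1119 transcripts of Supplementary Table 1 used here. A mean above 30 TPM over the 13 libraries was reached by 2743 transcripts, of which 1031 carry a name. When 30 TPM had to be exceeded in every library, 1580 transcripts remained.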

Our SV data identified 3342 transcripts expressed with > 30 transcripts per million reads (TPM; Supplementary Table 1). We analyzed these highly expressed transcripts, by collapsing them by genes and identifying over-representation of genes associated with specific gene ontology (GO) terms (Supplementary Table 1). The most significant over-represented GO terms were associated with translation (e.g. GO:0006412 translation, GO:0003735 structural constituent of ribosome, GO:0005840 ribosome), neurons (e.g. GO:0045202 synapse, GO:0097458 neuron part) and oxygen transport (e.g. GO:0031721 hemoglobin alpha binding, GO:0005344 oxygen carrier activity).

We also further examined highly abundant transcripts with the expectation that their protein products may have a major role in SV function. 

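Ependymins are secreted glycoproteins of the fluid spaces of the fish brain. The epd transcript ENSSSAT00000133334, from chromosome 13 of Ssal_v3.1 (84007139 to 84010008), had a mean of 44845 ± 11281 TPM (SD, n = 13 libraries) and held rank 2. The epd transcript ENSSSAT00000082883, from chromosome 4 (50798147 to 50810048), had 24569 ± 4327 TPM (SD, n = 13) and held rank 4. The chromosome 13 gene also gave ENSSSAT00000133331, with 1171 ± 681 TPM (SD, n = 13) and rank 80. The names in the files do not tell which of these is epd1 and which epd2. Rank 1 belonged to ENSSSAT00000232847, which the supplementary tables list with no name, with 46034 ± 22061 TPM (SD, n = 13). The 3 epd transcripts together held 7.06 ± 1.47% of TPM (SD, n = 13), and between 4.64% and 9.86% in any 1 library. The share was taken of TPM, in which reads are divided by the effective length of each transcript.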

Ranking the genes by average TPM highlighted *Ependymin-1* (*epd1*) and *Ependymin-2* (*epd2*), calcium-binding extracellular matrix (ECM) proteins (Hoffmann & Schwarz 1996), whose combined transcript abundance represented an impressive 15% of the total counts. 

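The small calcium-binding protein parvalbumin (prvt), the cyclophilin ppia1 and the beta chain of hemoglobin (HBB) were among the 50 transcripts with the highest mean TPM. The locus of prvt on chromosome 28 of Ssal_v3.1 (15864677 to 15876130) gave ENSSSAT00000091084, with 10159 ± 1189 TPM (SD, n = 13 libraries, rank 13), and ENSSSAT00000001133, with 6121 ± 2073 TPM (rank 18). ENSSSAT00000078639 of ppia1, a peptidyl-prolyl isomerase that assists protein folding, had 5557 ± 698 TPM (SD, n = 13, rank 21). ENSSSAT00000236787 of HBB, whose zebrafish match is hbba1, had 10206 ± 5527 TPM (SD, n = 13, rank 12) and ENSSSAT00000213943 had 2203 ± 1441 TPM (rank 44). Beside them, ENSSSAT00000153314 of fabp7, the brain fatty acid binding protein of radial glia, had 5076 ± 1416 TPM (SD, n = 13, rank 22). The 11 named erythrocyte markers, most of them hemoglobin chains, together held 4.44 ± 0.674% of TPM in SP-hold FW (SD, n = 4) and 3.27 ± 0.612% in SP-hold SW (n = 3). They held 4.11 ± 2.03% in SPLL FW (n = 2) and 7.56 ± 3.04% in SPLL SW (n = 4). In the 4-group edgeR test the FDR of these prvt, ppia1, HBB and fabp7 transcripts was 0.163 or more.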

Other abundant transcripts included: *parvalbumin* (*prvt*), an intracellular calcium buffer and known SV marker gene (Schwaller 2009; Maeda et al. 2015); *2-peptidylprolyl isomerase A* (*ppia*, aka. *Cyclophilin A*) an enzyme which facilitates protein folding and whose secretion is linked to inflammation (Lang et al. 1987; Nigro et al. 2013); and the oxygen transporter *Hemoglobin* (*hbb*), whose prevalence is likely due to the high vascularization, and therefore increased red blood cell complement, of our SV sample (Chakrabarti and Khatun 2017). We note that there are also several highly expressed genes in our dataset whose function remains uncharacterised (Supplementary Table 1).

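Of the 100 transcripts with the highest mean TPM, 95 are in the paper's tables used here and 29 of these carry no name. Those 29 together held 26.2% of TPM. ENSSSAT00000248573 held rank 3 with 27556 ± 8495 TPM (SD, n = 13 libraries). ENSSSAT00000221811 held rank 5 with 22117 ± 18509 TPM (SD, n = 13) and ranged from 26.9 to 67252 TPM between libraries. Their identity was not pursued, since the files pair these identifiers with no gene symbol.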

### Photoperiod changes the SV transcriptional response to seawater transfer

An ANOVA-like test on SV transcriptomes from SP hold FW, SP hold SW, SPLL FW and SPLL SW groups (Fig. 1c) identified a list of 334 transcripts that were differentially regulated with an FDR cutoff of < 0.01 (Supplementary Tables 2–6). 

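KMT2E, a member of the histone methyltransferase family named by its zebrafish match (ENSSSAT00000005295), differed between the 4 groups. It had 30.3 ± 3.48 CPM in SP-hold FW (SD, n = 4) and 51.8 ± 8.97 CPM in SP-hold SW (n = 3), against 25.1 ± 3.37 in SPLL FW (n = 2) and 15 ± 2.48 in SPLL SW (n = 4), with an FDR of 0.00985 from edgeR. The ubiquitin ligase HUWE1, the zinc finger protein zswim8, ubap2b and plak (plakoglobin, of cell junctions) also passed, as did PLAT (tissue plasminogen activator), pcmtd2a, si:ch73-141c7.1 and 1 Fkbp5 transcript. The actin-severing protein gsnb (gelsolin) and ndst1b, an enzyme of heparan sulfate synthesis, complete the 11 named transcripts. ubap2b, pcmtd2a, si:ch73-141c7.1 and gsnb are zebrafish matches and Fkbp5 a mouse match.

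In all, 29 transcripts passed the 4-group test at an FDR under 0.01, and 12 of them are among the 334 of Supplementary Tables 2 to 6. At an FDR under 0.05, 332 passed and 192 of these are among the 334. All 334 were tested, and all passed when adjusted over the list alone. The study chose this list on the same libraries, so this is not independent evidence. Of the 29, 17 had 0 reads in at least 2 libraries, as had 3 of the 334. The count rests on single libraries. It was 3 to 15 when 1 of SP-hold FW replicates 2 to 4, SP-hold SW replicates 1 and 3, or SPLL SW replicates 1, 2 and 4 was left out, and 65 without SPLL FW replicate 1. DESeq2 called 3445 transcripts at the same threshold, among them all 29, and edgeR called 0 with the replicate number as a block.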

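The 64, 187, 14, 24 and 45 transcripts of Supplementary Tables 2 to 6 were followed as clusters 1 to 5. For each library the log2 CPM of a cluster's transcripts was averaged as the deviation from their mean over the 13 libraries. Cluster 1 lay at -0.34 ± 0.04 in SP-hold FW (SD, n = 4), 0.41 ± 0.04 in SP-hold SW (n = 3), -0.60 ± 0.04 in SPLL FW (n = 2) and 0.33 ± 0.13 in SPLL SW (n = 4). Cluster 2, in the same order of groups, lay at 0.09 ± 0.16, 0.75 ± 0.18, -0.14 ± 0.13 and -0.58 ± 0.18. Cluster 3 lay at 0.44 ± 0.11, -0.24 ± 0.07, 0.85 ± 0.06 and -0.68 ± 0.18. Cluster 4 lay at -0.05 ± 0.09, -0.77 ± 0.05, 0.55 ± 0.03 and 0.35 ± 0.19. Cluster 5 lay at 0.08 ± 0.22, -1.04 ± 0.16, -0.03 ± 0.13 and 0.72 ± 0.13. Transcripts of clusters 1 and 2 were long, with medians of 4258 and 4626 bp, and those of clusters 4 and 5 short, with 1659.5 and 1856 bp, against 3228 bp for all tested transcripts.

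**Figure D1:**
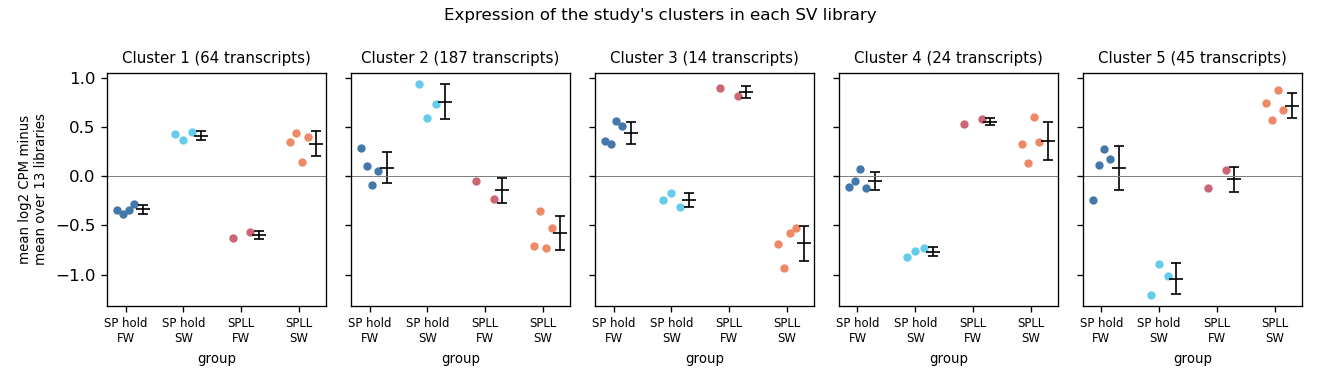
Mean log2 CPM of each cluster's transcripts in every SV library, as the deviation from the mean over the 13 libraries. Points are libraries, and bars are the mean and SD of each group. In cluster 5 the SP-hold SW group lies at -1.04 and the SPLL SW group at 0.72.

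Complete linkage of the z-scored group means of the 29 transcripts past the 4-group test gave groups of 8, 7, 7, 6 and 1. For the 12 of them that the study had clustered, the adjusted Rand index with the study's clusters, which is 1 for the same grouping, was 0.73. The 334 transcripts grouped in this way gave sizes of 158, 61, 56, 42 and 17 and an index of 0.51.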

Hierarchical clustering of the groups separated their expression into five major clusters with distinctive expression profiles (Fig. 2).

**Fig. 2:**
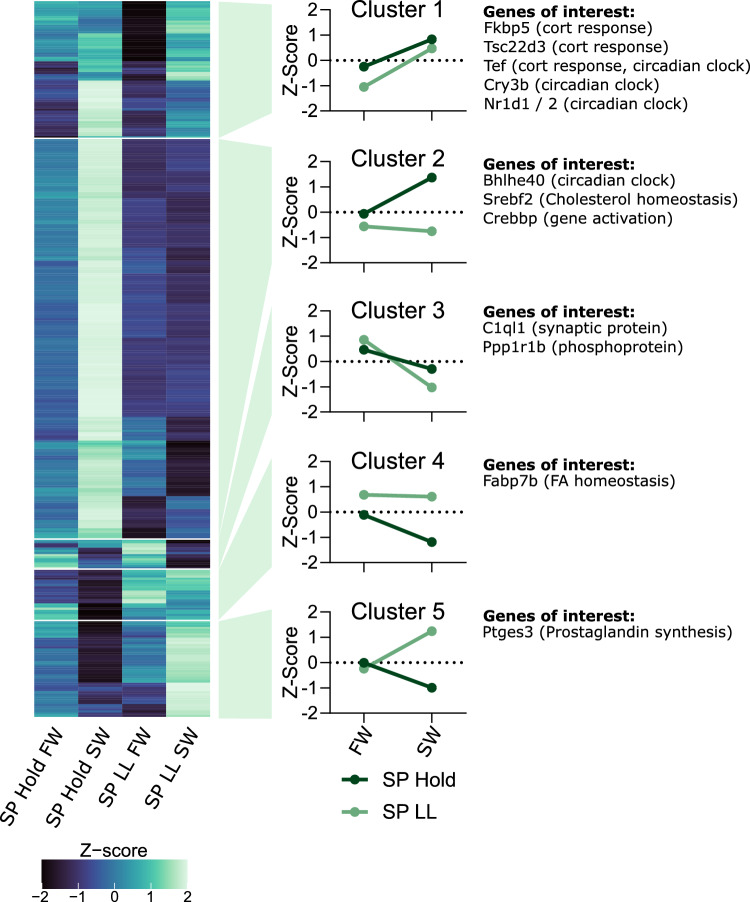
The Atlantic salmon transcriptome is sensitive to both photoperiod and water quality. Heatmap showing the mean expression of differentially expressed genes clustered into five major clusters of gene expression profiles. Specific genes of interest are highlighted next to each clustering group

Cluster 1 and 3 transcript expression were affected by seawater transfer independent of photoperiod (Fig. 2). 

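The splicing factor gene hnrnpa1a (a zebrafish match, ENSSSAT00000210623), in cluster 1, rose by 1.20 (SE 0.13, FDR 0.00645) after SW transfer in SPLL fish, while its change in SP-hold fish was -0.44 (SE 0.11, FDR 0.205). The difference between these responses, the interaction, was 1.65 (SE 0.16, FDR 0.00555, n = 2 to 4 libraries per group). For 1 of the Fkbp5 transcripts, ENSSSAT00000150909, the response was smaller in SPLL fish (interaction -4.0, SE 0.58, FDR 0.0292). That call was lost without SP-hold FW replicate 2 or SPLL SW replicate 1 or 4 (FDR up to 0.0615). In contrast, si:ch73-141c7.1, named by its zebrafish match, rose by 1.58 in SP-hold (SE 0.19, FDR 0.0129) and by 1.58 in SPLL (SE 0.23, FDR 0.0224). Its SPLL call was lost without SPLL FW replicate 2 (FDR 0.121).

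In cluster 1, the interaction passed for 18 of 64 transcripts, with a larger response in SPLL for 17 and a smaller one for 1. Adjusted over the list alone it passed for 44, with 32 larger and 12 smaller. In cluster 3 it passed for 0 of 14 in edgeR, with 6 at an unadjusted p under 0.05, 6 adjusted over the list alone and 5 in DESeq2. The study chose both lists on these libraries, so these counts are not independent evidence. With the replicate number as a block, the interaction passed for 0 transcripts of cluster 1 in edgeR (45 at an unadjusted p under 0.05 without the block, and 41 in DESeq2). It passed for 8 without SP-hold FW replicate 2 or SPLL SW replicate 1 and for 9 without SP-hold SW replicate 1 or 3. In cluster 3 it passed for 3 without SPLL SW replicate 3, and for 1 without any 1 of SP-hold SW replicates 1 and 2, SPLL FW replicate 2 and SPLL SW replicate 4.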

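PLAT, the gene of tissue plasminogen activator, which starts fibrin breakdown, lies on chromosome 24 of Ssal_v3.1 (14056629 to 14076182). It rose in SP-hold fish from 9.32 ± 1.08 CPM in FW (SD, n = 4) to 32.3 ± 4.81 in SW (n = 3), a change of 1.79 (SE 0.17, FDR 0.00265). In SPLL fish its change was 0.48 (SE 0.20, FDR 0.41), and averaged over photoperiods it rose by 1.14 (SE 0.13, FDR 0.00758). The cilium gene gas8, of the dynein regulatory complex, rose in SPLL fish by 1.54 (SE 0.17, FDR 0.00665), as did the growth factor gene Vegfb, a mouse match, by 0.72 (FDR 0.0103), and egfl7, an endothelial secreted factor, by 0.73 (FDR 0.0126).

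Of the 64 transcripts that the study placed in cluster 1, 9 were higher in SW in SP-hold and 33 in SPLL, and 0 were lower in either. Adjusted over the list alone, 34 were higher and 5 lower in SP-hold and 51 higher in SPLL, and the study chose the list on these libraries. The median change was 0.45 in SP-hold and 0.98 in SPLL. The SW effect averaged over photoperiods passed for 26, all higher, with a median of 0.67. That count was 14 without SPLL FW replicate 2, 17 without SP-hold FW replicate 4 or SP-hold SW replicate 3, and 42 without SPLL SW replicate 3, and it was 0 with the replicate number as a block. The SPLL count of 33 was 17 without SPLL FW replicate 1 and 14 without SPLL FW replicate 2.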

Cluster 1 transcripts were induced by seawater transfer (64 transcripts; Fig. 2). While there was no significant enrichment of GO terms (FDR cutoff < 0.01) or TFBSs (q-value cutoff < 0.01), the glucocorticoid receptor binding site was enriched (q-value = 0.055) and the group contained several genes with strong links to cortisol response pathways (e.g. Fkbp5; (Grad and Picard 2007), Tsc22d3 (Riccardi 2015)), some of which are also related to circadian clock function (e.g. Tef (Fonjallaz et al. 1996)). 

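FKBP5 is a co-chaperone of the glucocorticoid receptor and is itself induced by it. In SP-hold fish 3 transcripts of the Fkbp5 locus on chromosome 12 of Ssal_v3.1 (57656136 to 57708497), named by their mouse match, and fkbp5 on chromosome 22 rose after SW transfer. ENSSSAT00000150909 rose from 0.755 ± 0.366 CPM (SD, n = 4) to 22.6 ± 11.6 CPM (n = 3), a change of 4.90 (SE 0.44, FDR 0.00218). In SPLL fish it stood at 5.31 ± 0.0651 CPM in FW (n = 2) and 9.91 ± 1.29 in SW (n = 4), a change of 0.90 that did not pass (SE 0.46, FDR 0.555). fkbp5 (ENSSSAT00000241265) rose in SP-hold by 3.08 (SE 0.32, FDR 0.00571). The other transcripts of the chromosome 12 locus, which are not independent of the first, rose by 3.68 (FDR 0.0159) and 2.80 (FDR 0.0286). The call on ENSSSAT00000150897 was lost without SP-hold FW replicate 3 (FDR 0.0633). That on ENSSSAT00000242092 was lost without any 1 of SP-hold FW replicates 1, 3 and 4, SP-hold SW replicates 1 and 3, or SPLL SW replicates 1, 2 and 4 (FDR up to 0.0916). TSC22D3, the glucocorticoid-induced leucine zipper (a zebrafish match, ENSSSAT00000095331), did not pass, with an averaged SW effect of 0.70 (SE 0.13, FDR 0.0787). klf9, a direct target of the receptor (ENSSSAT00000233091), rose by 1.31 on average (SE 0.18, FDR 0.0188).

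Of 11 transcripts on the list of glucocorticoid response genes fixed before the data were examined, 4 were higher in SP-hold SW and 0 lower (10 higher when adjusted over the list alone, median 1.49). In the average over photoperiods 6 were higher and 0 lower (9 when adjusted over the list alone). In SPLL alone 0 passed in edgeR and 6 when adjusted over the list alone. Most members owe their name to the study's cluster tables, so their direction is not independent evidence. In SP-hold 2 of 11 passed without SP-hold FW replicate 3, and 1 with the replicate number as a block.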

Cluster 3 transcripts, in contrast to cluster 1, were suppressed by seawater transfer (14 transcripts; Fig. 2). This cluster includes *c1ql1*, a secreted synaptic protein (Sigoillot et al. 2015), and *ppp1r1b*, which encodes *Protein phosphatase 1 regulatory subunit 1B*, also known as *dopamine- and cAMP-regulated neuronal phosphoprotein 32* (darpp*-32*), which is involved in dopamine and glutamate-dependent synaptic plasticity (Svenningsson et al. 2004).

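cndp1, a dipeptidase gene named by its zebrafish match (ENSSSAT00000120083, chromosome 5 of Ssal_v3.1 from 64891495 to 64907963), fell after SW transfer by 1.44 averaged over photoperiods (SE 0.20, FDR 0.0188). It went from 152 ± 13 CPM (SD, n = 4) to 57 ± 0.715 (n = 3) in SP-hold and from 170 ± 77 (n = 2) to 62.2 ± 20.3 (n = 4) in SPLL. The gap junction gene gjc4a.1, also a zebrafish match, fell by 0.78 (SE 0.12, FDR 0.0287) and ube2g2, a ubiquitin-conjugating enzyme, by 1.47 (SE 0.23, FDR 0.0352). In SPLL alone tppp3, a microtubule-associated protein, fell by 2.48 (SE 0.31, FDR 0.0136). igfbp3, which binds insulin-like growth factors, fell by 2.73 (SE 0.39, FDR 0.0224). The call on cndp1 was lost without SP-hold SW replicate 3 (FDR 0.0519), and that on gjc4a.1 without any 1 of SP-hold FW replicates 2 and 3, the 3 SP-hold SW libraries and SPLL SW replicate 1 (FDR up to 0.0647). That on igfbp3 was lost without SPLL SW replicate 1 (FDR 0.0611). That on ube2g2 was lost without any 1 of SP-hold FW replicates 2 to 4, SP-hold SW replicates 2 and 3, SPLL FW replicate 1, or SPLL SW replicates 1 and 4 (FDR up to 0.0786).

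Of the 14 transcripts that the study placed in cluster 3, 7 were lower averaged over photoperiods and 5 were lower in SPLL, and 0 were higher. In SP-hold 0 passed in edgeR, with 10 at an unadjusted p under 0.05 and 7 lower in DESeq2. Adjusted over the list alone, 14 were lower on average and in SPLL and 9 in SP-hold, on a list the study chose on these libraries. The median change was -0.78 in SP-hold and -1.45 in SPLL. The averaged count was 11 without SPLL SW replicate 3, 6 without SP-hold FW replicate 1, and 1 to 4 without any other library. The SPLL count of 5 was 8 without SPLL SW replicate 3, 3 without SPLL SW replicate 2 or SP-hold SW replicate 3, and 1 without SPLL SW replicate 1. Both were 0 in edgeR with the replicate number as a block, where DESeq2 without a block gave 13 and 14.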

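Complement C1q-like 1 is a secreted organizer of synapses, and its mouse gene C1ql1 is the match of 2 salmon transcripts named si:dkey-5n18.1 after zebrafish. ENSSSAT00000185648, of cluster 3, fell in SPLL from 88.1 ± 1.36 CPM in FW (SD, n = 2) to 26.9 ± 4.18 in SW (n = 4), a change of -1.71 (SE 0.24, FDR 0.0201). In SP-hold it went from 89.9 ± 27 (n = 4) to 56.9 ± 6.59 CPM (n = 3), a change of -0.66 that did not pass (SE 0.22, FDR 0.357). The SPLL call was lost without SPLL FW replicate 2 or SPLL SW replicate 1 (FDR up to 0.0614). ENSSSAT00000021713, which the study placed in cluster 2, fell in SPLL by 1.40 (SE 0.19, FDR 0.017) and changed by 0.30 in SP-hold (SE 0.17, FDR 0.669). The interaction was -1.70 (SE 0.25, FDR 0.032). Its SPLL call was lost without SPLL FW replicate 2 (FDR 0.0556), and its interaction call without SP-hold FW replicate 3, SP-hold SW replicate 1 or 3, SPLL FW replicate 2 or SPLL SW replicate 4 (FDR up to 0.0647).

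ppp1r1b (ENSSSAT00000174373, chromosome 3 of Ssal_v3.1 from 60075673 to 60159724) encodes a phosphoprotein that inhibits protein phosphatase 1. It fell in SPLL from 147 ± 10.8 CPM (SD, n = 2) to 83.6 ± 13.4 (n = 4), by 0.81 (SE 0.13, FDR 0.0308). In SP-hold it had 84 ± 4.74 CPM in FW (n = 4) and 94.2 ± 3.07 in SW (n = 3), a change of 0.17 (SE 0.11, FDR 0.764). The interaction was -0.98 (SE 0.17, FDR 0.0583) and did not pass. The SPLL call was lost without SP-hold FW replicate 2, SP-hold SW replicate 3, SPLL FW replicate 2 or SPLL SW replicate 1 or 2 (FDR up to 0.153).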

Cluster 4 was increased under SPLL compared to SP hold and comparatively stable following seawater transfer under both photoperiod treatments (24 transcripts; Fig. 2). 

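The gelsolin gene gsnb (a zebrafish match, ENSSSAT00000125665, chromosome 7 of Ssal_v3.1 from 44983071 to 44991681) was higher in SPLL than in SP-hold by 1.10 in FW (SE 0.14, FDR 0.0229) and by 1.02 in SW (SE 0.13, FDR 0.0104). Its change with SW was -0.11 in SP-hold and -0.18 in SPLL, and neither passed. fabp7b, a brain fatty acid binding protein (ENSSSAT00000171206), was higher in SPLL in SW by 0.94 (SE 0.17, FDR 0.0225), with 204 ± 12 CPM in SP-hold SW (SD, n = 3) and 392 ± 85.4 in SPLL SW (n = 4). The linker histone h1-10 was higher by 1.52 in SW (SE 0.23, FDR 0.0147), and manf, a neurotrophic factor of the endoplasmic reticulum, by 0.77 (SE 0.12, FDR 0.015). After SW transfer in SP-hold, h1-10 fell by 1.56 (SE 0.23, FDR 0.05), just under the threshold, and left-out libraries gave an FDR of up to 0.218. Without SP-hold SW replicate 1 the SW calls on fabp7b, h1-10 and manf were lost (FDR 0.108, 0.0779 and 0.0616), those on fabp7b and manf also without SP-hold SW replicate 3, and that on fabp7b without SP-hold SW replicate 2. The gsnb call in FW was lost without SP-hold FW replicate 2 (FDR 0.0515).

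Of the 24 transcripts that the study placed in cluster 4, 24 were higher in SPLL in SW and 1 in FW (24 and 16 when adjusted over the list alone, chosen by the study on these libraries). The median difference was 1.00 in SW and 0.70 in FW. The SW count was 5, 15 and 8 without SP-hold SW replicates 1, 2 and 3, 13 without SPLL SW replicate 1, and 10 with the replicate number as a block. The FW count was 5 without SPLL SW replicate 3, 3 without SP-hold SW replicate 1 and 0 without SP-hold FW replicate 2. After SW transfer, 5 were lower in SP-hold (15 when adjusted over the list alone, median -0.58). In SPLL 0 passed in edgeR, with 3 at an unadjusted p under 0.05, 2 lower in DESeq2 and a median of -0.14. The SP-hold count of 5 held without SPLL SW replicate 2 or 3. It was 0 to 3 without any other library, and 0 with the block.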

The group had no enriched GO terms (FDR cutoff < 0.01), but we identified a significant enrichment of the GMEB1 TFBS, a glucocorticoid modulatory element (Zeng et al. 2000). We note, however, that the expression of *gmeb1* is low (22426th most expressed transcript, average TPM 1.46; supplementary Table 1). 

Cluster 2 and 5, which together make up over two thirds of the differentially regulated transcripts, showed photoperiod-dependence in their response to SW challenge. 

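KMT2E, in cluster 2, responded to SW differently in the photoperiod groups. Its change was 0.77 in SP-hold (SE 0.16, FDR 0.17) and -0.74 in SPLL (SE 0.18, FDR 0.145), and the interaction was -1.51 (SE 0.24, FDR 0.0415, n = 2 to 4 libraries per group). Plakoglobin (plak), in the same cluster, had an interaction of -1.13 (SE 0.13, FDR 0.00723) and fell in SPLL by 0.87 (SE 0.09, FDR 0.00645). In cluster 5 the heparan sulfate enzyme gene ndst1b (ENSSSAT00000003087) had 0 reads in the 3 SP-hold SW libraries and 825 reads over the 4 SP-hold FW libraries. It was thus at least 274-fold lower in SW, set against a floor of 3 reads over the group, and its interaction had an FDR of 0.000823. Other splits of the 7 SP-hold libraries gave as many transcripts at 0 reads in 3 libraries, so that a trait of these 3 samples other than SW is not excluded. The interaction call on KMT2E was lost without any 1 of SP-hold FW replicates 2 to 4, SP-hold SW replicates 1 and 3, SPLL FW replicate 1, or SPLL SW replicates 1 and 4 (FDR up to 0.0861).

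The interaction passed for 17 of 187 transcripts of cluster 2, all with a lower response in SPLL, and for 4 of 45 of cluster 5, all with a higher one. Adjusted over each list alone it passed for 151, of which 146 were lower, and for all 45. The study chose both lists on these libraries, so this is not independent evidence. The cluster 2 count was 2 to 7 without any 1 of SP-hold FW replicates 2 to 4, SP-hold SW replicates 1 and 3, SPLL FW replicate 1, or SPLL SW replicates 1 and 4. The cluster 5 count was 2 without SP-hold SW replicate 1 or 3 or SPLL SW replicate 1.

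Over all tested transcripts the interaction passed for 105, with 68 higher and 37 lower in SPLL. The SW response passed for 39 transcripts in SP-hold (16 higher, 23 lower) and for 125 in SPLL (88 higher, 37 lower), and 6 were called in both, against 0.105 expected if the calls were unrelated. Of these 6, 4 changed in the same direction, and over all tested transcripts the 2 responses had a correlation of -0.07. Both contrasts used the same estimate of spread for each transcript, so that their calls are not independent. The excess over 0.105 is therefore no evidence of a shared response. The interaction count was 302 without SPLL FW replicate 1, 253 without SPLL FW replicate 2, 286 without SPLL SW replicate 3, 162 without SPLL SW replicate 2, 66 without SP-hold FW replicate 2 and 62 without SPLL SW replicate 1. The SP-hold count was 62 without SP-hold FW replicate 1 and 81 without SP-hold SW replicate 2. The SPLL count was 307 and 220 without SPLL FW replicates 1 and 2, and 494 without SPLL SW replicate 3. With the replicate number as a block the 3 counts were 3, 4 and 1.

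The paper states that clusters 2 and 5 depend on photoperiod in their response to SW, and its introduction reports a significant interaction of photoperiod and salinity. It concludes that, apart from the genes of cluster 1, salinity-dependent changes of SV expression depend on prior photoperiodic history. For the cause, it offers as possibilities differences in the systemic response to SW and photoperiodic programming of the SV itself, and considers that both probably contribute.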

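The acetyltransferase genes EP300 (a zebrafish match, ENSSSAT00000003890) and CREBBP (ENSSSAT00000071779) were lower in SPLL SW than in SP-hold SW by 1.27 (SE 0.16, FDR 0.00993) and 1.03 (SE 0.16, FDR 0.0149). EP300 had 32.6 ± 4.78 CPM in SP-hold SW (SD, n = 3) and 13.5 ± 1.75 in SPLL SW (n = 4). zswim8, which targets microRNA-bound Argonaute for decay, was lower by 1.42 (SE 0.13, FDR 0.00224), and the clock gene per1b by 2.36 (SE 0.41, FDR 0.0206). The call on per1b was lost without SP-hold SW replicate 1 or 3 or SPLL SW replicate 1 or 4 (FDR up to 0.096). Of 15 chromatin and transcription coregulators on a list fixed before the data were examined, 13 were lower and 1 was higher in SPLL SW. All 15 are named from the study's clusters, so their direction is not independent evidence. After SW transfer the change of EP300 was 0.70 in SP-hold (SE 0.16, FDR 0.198) and -0.09 in SPLL (SE 0.19).

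Among all 187 transcripts of the group, 0 passed for SW in SP-hold in edgeR. At an unadjusted p under 0.05 there were 149, in DESeq2 108, and 146 when adjusted over the list alone, all higher, with a median of 0.66. In SPLL 1 was higher and 8 were lower (11 and 61 when adjusted over the list alone, median -0.35). In SW, 176 were lower in SPLL than in SP-hold (187 when adjusted over the list alone, median -1.19). That count was 51 without SP-hold SW replicate 1, 90 without SP-hold SW replicate 3, 99 without SPLL SW replicate 1 and 48 with the replicate number as a block. Without SP-hold SW replicate 1 or 3 the call on CREBBP was lost (FDR up to 0.0771), and the 14 coregulators past the threshold were 3, 6, 7 and 9 without SP-hold SW replicates 1 and 3 and SPLL SW replicates 1 and 4. The SPLL count of 9 was 3 to 5 without SP-hold FW replicate 2, SP-hold SW replicate 3, either SPLL FW library, or SPLL SW replicate 1 or 4. The SP-hold count of 0 was 1 or 2 without SP-hold FW replicate 1, SP-hold SW replicate 2, or SPLL SW replicate 2 or 3.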

Cluster 2 transcripts were induced following seawater transfer in the SP hold group, but not in the SPLL group (187 transcripts; Fig. 2). The group was enriched for several GO terms relating to transcriptional regulation (FDR cutoff < 0.01; Supplementary Table 3; Fig. 2), and was enriched for 295 TFBS (q-value cutoff < 0.01), including several immediate early genes (e.g. EGR1, FOS and JUN) and TEF, a PAR ZIP transcription factor linked to the circadian clock and cortisol response in salmon gill tissue (Fonjallaz et al. 1996; Vatine et al. 2009; West et al. 2020b). 

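BHLHE40, a transcriptional repressor of the circadian clock (ENSSSAT00000121554, chromosome 12 of Ssal_v3.1 from 63210066 to 63213264), had a mean of 87.5 ± 37.8 TPM over the 13 libraries (SD) and held rank 913 of all transcripts. It had 130 ± 7.44 CPM in SP-hold SW (SD, n = 3) and 76.3 ± 9.73 in SPLL SW (n = 4), and was lower in SPLL by 0.77 (SE 0.11, FDR 0.0109). Its change with SW was 0.67 in SP-hold (SE 0.11, FDR 0.0665) and -0.06 in SPLL (SE 0.12). HUWE1, a ubiquitin ligase (ENSSSAT00000106697, chromosome 13 from 42960892 to 43053745), had 91.6 ± 2.97 CPM in SP-hold SW (n = 3) and 51.8 ± 3.68 in SPLL SW (n = 4), lower in SPLL by 0.82 (SE 0.07, FDR 0.00163). It also passed the 4-group test (FDR 0.00719), and its change in SP-hold was 0.39 (SE 0.07, FDR 0.13). srebf2, the regulator of sterol synthesis genes (ENSSSAT00000001244, chromosome 3 from 66658651 to 66672468), was lower in SPLL SW by 0.71 (SE 0.11, FDR 0.0148). Its change in SP-hold was 0.62 (SE 0.11, FDR 0.116). The interaction did not pass for BHLHE40 (FDR 0.123), HUWE1 (FDR 0.104) or srebf2 (FDR 0.126). The call on srebf2 in SW was lost without SP-hold SW replicate 1 or 3 (FDR up to 0.073).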

Notably, cluster 2 had high expression of the transcription regulators *bhlhe40* (aka. *dec1*), a circadian clock repressor linked to photoperiodic timing in mammals (Wood et al. 2015), *huwe1*, a central coordinator of ubiquitination (Kao et al. 2018), and *srebf2*, a transcriptional regulator of genes involved in cholesterol biosynthesis (Madison 2016). Cluster 5 transcripts were suppressed following seawater transfer in the SP hold group and induced by seawater transfer in the SPLL group (45 transcripts; Fig. 2). 

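sec61a1a, the channel of the endoplasmic reticulum translocon named by its zebrafish match (ENSSSAT00000194932, chromosome 12 of Ssal_v3.1 from 65542111 to 65549703), had 39.1 ± 6.83 CPM in SP-hold FW (SD, n = 4) and 19.9 ± 4.35 in SP-hold SW (n = 3). In SPLL it had 36.7 ± 0.667 CPM in FW (n = 2) and 51.8 ± 7.91 in SW (n = 4). It was higher in SPLL than in SP-hold in SW by 1.38 (SE 0.19, FDR 0.0109), while its SW changes of -0.97 in SP-hold (FDR 0.143) and 0.50 in SPLL (FDR 0.44) did not pass. The translocon subunit SC61G was higher in SPLL SW by 1.54 (SE 0.26, FDR 0.018), the ribonucleotide reductase gene rir2 by 1.01 (SE 0.16, FDR 0.0147) and the histone variant h2az2b by 1.42 (SE 0.22, FDR 0.0148). These 3 calls were lost without SP-hold SW replicate 1 or 3 (FDR up to 0.0963). TFB2M, a mitochondrial transcription factor (ENSSSAT00000175351), had 0 reads in the 3 SP-hold SW libraries and 1282 reads over the 4 SP-hold FW libraries. This is at least 426-fold lower, against a floor of 3 reads over the group (FDR 0.00938). As for ndst1b, other splits of the SP-hold libraries gave as many transcripts at 0 reads, so that a trait of these samples other than SW is not excluded. Reads were not summed per gene, so this holds for the transcript and not for the gene.

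Of the 45 transcripts that the study placed in cluster 5, 2 fell in SP-hold and 2 rose in SPLL (39 and 14 when adjusted over the list alone, on a list the study chose on these libraries). The medians were -0.62 and 0.36. In SW all 45 were higher in SPLL than in SP-hold, with a median of 1.23 (0.97 once each library's trend of counts on transcript length was removed). That count was 16 without SP-hold SW replicate 1, 24 without SP-hold SW replicate 3 and 22 with the replicate number as a block. The SP-hold count of 2 was 4 without SP-hold FW replicate 1. The SPLL count of 2 held without SP-hold FW replicates 1 and 4, SP-hold SW replicate 1 or SPLL SW replicate 3, and was 0 or 1 without any other library.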

The cluster was not enriched for GO terms (FDR cutoff < 0.01; Supplementary Table 6) or TFBSs (q-value cutoff < 0.01), but did express high levels of *ptges2*, an enzyme that catalyzes the conversion of prostaglandin to its bioactive E2 form and can influence vascular tone (Hara et al. 2010).

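Transcripts of ptges3, the prostaglandin E synthase that also acts as the Hsp90 co-chaperone p23, came from chromosomes 13 and 15 of Ssal_v3.1. TEBP (ENSSSAT00000110946, chromosome 13 from 25395719 to 25411323), with the zebrafish match ptges3b and the mouse match Ptges3, is the one of cluster 5. It had 91.1 ± 19.9 TPM (SD, n = 13 libraries, rank 882) and was higher in SPLL SW than in SP-hold SW by 0.79 (SE 0.10, FDR 0.0088), with 106 ± 1.45 (n = 4) against 60.9 ± 3.48 CPM (n = 3). Its SW change was -0.41 in SP-hold (SE 0.10, FDR 0.202) and 0.02 in SPLL (SE 0.11). In TPM, TEBP had 81.0 ± 13.0 in SP-hold FW (SD, n = 4) and 82.8 ± 17.6 in SP-hold SW (n = 3). In SPLL it had 92.1 ± 4.11 TPM in FW (n = 2) and 107 ± 25.9 in SW (n = 4). The size of the difference in SW and the fall in SP-hold thus depend on the unit. ptges3b (ENSSSAT00000187567), outside the clusters, had 57.6 ± 10.4 TPM (n = 13, rank 1404) and was higher in SPLL SW by 0.58 (SE 0.11, FDR 0.0256). That call was lost without any 1 of the 3 SP-hold SW libraries or SPLL SW replicate 1 (FDR up to 0.119). In TPM the groups of ptges3b lay closer, with 62.7 ± 12.6 in SPLL SW (SD, n = 4) and 56.8 ± 14.5 in SP-hold SW (n = 3). No transcript in the tables used here carries the name ptges2.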

### The TSH-DIO pathway in the SV is incomplete and not consistently regulated by photoperiod or water salinity

To determine if the TSH-DIO pathway (Fig. 3a) was present or differentially regulated by photoperiod or water salinity, we extracted counts from each component of the pathway from our transcriptomic dataset. We first checked for the expression of opsins, a family of conserved photosensitive G-protein coupled receptors. 

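The RGR opsins bind retinal and serve as photoisomerases, and Opn8 and TMT opsins are non-visual opsins of fish. Rgrb1 (ENSSSAT00000200844) had the highest level, with 20.2 ± 5.01 TPM (SD, n = 13 libraries) and 12978.1 reads over all libraries. Opn8a1 (ENSSSAT00000203112) had 10.1 ± 5.13 TPM, Opn8b (ENSSSAT00000159972) 2.29 ± 1.10, Rgrb2 (ENSSSAT00000146876) 2.30 ± 0.908 and Tmtopsin3a (ENSSSAT00000183598) 2.08 ± 1.06 TPM (SD, n = 13). These 5 transcripts, named in Supplementary Table 8, had reads in all 13 libraries and passed the filter on CPM. In the 4-group edgeR test their FDR was 0.376 to 0.992, and the contrasts also called 0 of them. Of all tools and settings run, DESeq2 alone made a call, on Tmtopsin3a between SPLL and SP-hold in SW (FDR 0.0297), where edgeR gave -0.97 (SE 0.36, FDR 0.166). Rgrb1 had 42.5 ± 3.02 CPM and 18.2 ± 2.45 TPM in SP-hold FW (SD, n = 4), 42.5 ± 3.69 and 24.3 ± 6.48 in SP-hold SW (n = 3), 47.2 ± 0.664 and 17.4 ± 1.76 in SPLL FW (n = 2), and 47.4 ± 2.62 and 20.6 ± 6.11 in SPLL SW (n = 4).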

Out of the 57 known Atlantic salmon opsins we detected the transcript expression of five: *rgrb1, rgrb2, opn8a1, opn8b and tmtopsin3a* (Fig. 3b, Supplementary Table 8) (Eilertsen et al. 2022a, b). We next checked for the expression of the genes that encode the TSH protein heterodimer and the TSH receptor, TSHR. Atlantic salmon have two *tshβ* gene duplicates (*tshβa* and *tshβb*) (Fleming et al. 2019) and two alpha subunit gene duplicates (*glha1* and *gpha2*), however, of these four genes only *gpha2* was expressed in our samples, at a low abundance (mean < 1.5 TPM) and with no significant change across the experiment (Fig. 3C). 

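The alpha subunit gene gpha2 is listed as Gsu (ENSSSAT00000219932) in Supplementary Table 8. It had 162 reads over the 13 libraries, with a read in 12 of them, and a mean of 0.867 ± 0.585 TPM (SD, n = 13). By group it had 1.06 ± 0.568 TPM in SP-hold FW (SD, n = 4), 1.17 ± 0.607 in SP-hold SW (n = 3), 0.0683 ± 0.0966 in SPLL FW (n = 2) and 0.84 ± 0.476 in SPLL SW (n = 4). Its median CPM stayed under the filter of 0.77, and in the edgeR fit with no filter it did not pass. There its change with SW was 3.30 in SPLL (SE 1.48, unadjusted p = 0.0472, FDR 0.757) and -0.26 in SP-hold (SE 1.09, FDR 1), and SPLL differed from SP-hold by -3.72 in FW (SE 1.52, unadjusted p = 0.0317, FDR 0.785). No transcript identifier is paired with the beta subunit genes or glha1 in the tables used here, and they were not analysed here.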

*Tshr,* was also absent. We did, however, detect the expression of *dio2* (both duplicate genes *dio2a* and *dio2b*) and *dio3a2* (Fig. 3C), but for none of these transcripts did we see significant effects of photoperiod or SW exposure.

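Deiodinase 2 activates thyroid hormone and deiodinase 3 inactivates it. Dio3a2 (ENSSSAT00000064682) had 8.25 ± 3.00 TPM (SD, n = 13 libraries) from 917 reads, Dio2a (ENSSSAT00000107235) 1.27 ± 0.644 TPM from 309 reads and Dio2b (ENSSSAT00000006528) 1.13 ± 1.06 TPM from 260 reads, with reads in all 13 libraries. Dio3a2 and Dio2b passed the filter on CPM, and in the 4-group edgeR test their FDR was 0.369 and 0.529. The SW change of Dio2b was 1.39 in SP-hold (SE 0.63, FDR 0.519) and 0.44 in SPLL (SE 0.73, FDR 0.985). That of Dio3a2 was 0.80 in SP-hold (SE 0.42, FDR 0.628) and 0.01 in SPLL (SE 0.48), and it differed by 1.12 between SPLL and SP-hold in FW (SE 0.47, FDR 0.543). DESeq2 called 0 of the contrasts of these transcripts as well. Dio2a lay under the filter, and in the edgeR fit with no filter it did not pass. There its change with SW was -1.59 in SPLL (SE 0.66, unadjusted p = 0.0342, FDR 0.757) and 0.65 in SP-hold (SE 0.60, FDR 0.819), with an interaction of -2.25 (SE 0.90, unadjusted p = 0.0287, FDR 0.66). It had 1.02 ± 0.442 TPM in SP-hold FW (n = 4), 1.91 ± 0.747 in SP-hold SW (n = 3), 1.77 ± 0.334 in SPLL FW (n = 2) and 0.803 ± 0.324 in SPLL SW (n = 4). The missing calls do not show constant expression.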

**Fig. 3:**
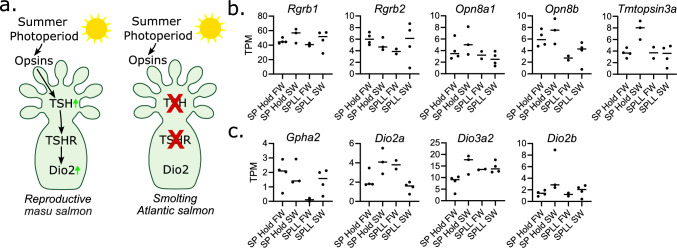
TSH-Dio pathway lacks key elements in the Atlantic salmon saccus vasculosus during parr-smolt transformation **a** schematic showing the pathway from light to increased Dio2 expression identified in precocious male masu salmon (Nakane et al. 2013) and the comparison to the elements identified in our data of the smoltifing Atlantic salmon. **b** Opsin transcript expression in the Atlantic salmon SV. **c** *Gpha2* and deiodinase transcript expression in the Atlantic salmon SV

## Discussion

To investigate the potential role of the SV during smoltification and seawater transfer in Atlantic salmon, we have characterised the transcriptomic response of the SV to both photoperiod and seawater transfer. Our transcriptomic analysis identified 334 transcripts in the SV whose expression changed in response to photoperiod and / or salinity changes. Apart from genes in cluster 1, which comprise about a fifth of all DEGs detected, the overall message from this analysis is that salinity-dependent changes in SV gene expression are highly dependent on prior photoperiodic history. In some cases, this means a heightened response in smoltified fish (e.g. cluster 3) and in others an attenuated response (e.g. cluster 4). Potentially, these stem from differences in the systemic physiological response to SW exposure due to smoltification-related preparatory changes in physiology—for example in the hypo-osmoregulatory capacity of the gill, manifested in differences in plasma osmolality and ionic composition (see Figure S1; Hoar 2024). Alternatively, they may reflect photoperiodic programming at the level of the SV itself, which then leads to altered responses to ionic, metabolic or hormonal changes upon exposure to SW. Disentangling these scenarios will be difficult, and it is likely that both phenomena contribute to the observed changes in SV responsiveness. In this regard, it is interesting to note that cluster 1 genes (i.e. genes whose expression is increased by SW exposure, independent of photoperiodic history / smoltification status) include a group of circadian clock genes (*cry1*, *tef, nr1d1* and *nr1d2),* which our previous work shows are also induced by seawater transfer in the Atlantic salmon gill (West et al. 2020b). 

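CRY1, a light-independent repressor of the clock (ENSSSAT00000154946, chromosome 12 of Ssal_v3.1 from 54025883 to 54036177, zebrafish match cry3b), rose after SW transfer by 1.28 averaged over photoperiods (SE 0.16, FDR 0.0126). It went from 22 ± 6.52 CPM (SD, n = 4) to 55.2 ± 7.17 (n = 3) in SP-hold and from 21.4 ± 3.01 (n = 2) to 50.6 ± 5.02 (n = 4) in SPLL. tefb, a PAR bZIP factor under clock control (ENSSSAT00000194449), rose by 1.55 on average (SE 0.17, FDR 0.00655) and by 1.92 in SP-hold alone (SE 0.22, FDR 0.00995). nr1d2a, a nuclear receptor that represses bmal1 (ENSSSAT00000210525), rose by 0.97 on average (SE 0.13, FDR 0.0142). A second nr1d2a transcript (ENSSSAT00000052784) had an average effect of 1.13 (SE 0.20, FDR 0.0645), a second tefb (ENSSSAT00000115899) 1.16 (SE 0.21, FDR 0.0717) and nr1d1 (ENSSSAT00000017329) 0.71 (SE 0.15, FDR 0.14), and these did not pass. tef (ENSSSAT00000004814), outside the clusters, changed by 0.07 (SE 0.09).

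The interaction of photoperiod and SW had an FDR of 0.976 for CRY1, 0.412 for the first tefb and 0.909 for the first nr1d2a. Of 12 circadian clock transcripts on a list fixed before the data were examined, 3 were higher on average (10 when adjusted over the list alone), and 1 was higher in SP-hold (11 when adjusted over the list alone, median 1.05). The averaged count was 6 without SPLL SW replicate 3, and the SP-hold count 3 without SP-hold FW replicate 4 and 2 without SPLL SW replicate 2. In SPLL 0 passed in edgeR and 7 when adjusted over the list alone. Most of them owe their name to the study's clusters, so their direction is not independent evidence. All SW fish were under constant light, and SP-hold FW fish were not.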

The similar patterns of upregulation of these transcription factors in two separate tissues suggests that these factors may play a key role in the transcriptional response to seawater entry, distinct from their typical association with circadian clock control (for discussion see West et al. 2020b). Potentially this history-independent aspect of the SV response to SW constitutes the primary response pathway, which then triggers the history-dependent downstream changes based on epigenetic differences transcription factor binding site access to other regions of the genome.

While work in the masu salmon has led to the suggestion that the SV may directly integrate photoperiodic information leading to coordination of physiological changes, we have been unable to detect expression of the key ingredients of this putative pathway in the SV transcriptome of the Atlantic salmon. Specifically, while Nakane et al. reported expression of the opsins *rh1*, *sws1*, *lws* and *opn4* in SVs of underyearling precocious male Masu salmon, no transcript expression for any of these genes was observed in our dataset. Nevertheless, our detection of five different opsin transcripts means that direct light sensitivity in the Atlantic salmon SV remains a possibility. Furthermore, levels of expression of *tshβa*, *tshβb,* the glycoprotein alpha subunit gene *glha1*, and of the thyrotropin receptor (*tshr*) were all undetectable in our analysis. While we could detect type 2 and type 3 deiodinase gene expression (*dio2a*, *dio2b* & *dio3*) in the SV, no effect of either photoperiodic history or salinity change was observed. Consistent with our data, a qPCR study reported photoperiodic insensitivity and low expression of *dio2a* and *dio2b* in the SV of Atlantic salmon smolts (Irachi et al. 2021). In contrast to our data, this study observed low *tshβa* and *tshβb* expression, although notably without photoperiodic change (Irachi et al. 2021). The previously reported transience of tshβb expression in the in the Atlantic salmon pituitary (Fleming et al. 2019) means it is possible that our study and that of Irachi et al. (2021) may have missed a peak expression of the TSH pathway key elements. Future research should collect SVs over a higher time resolution to be certain that transient effects are not missed. Taken together, however, our data suggests that photoperiodic influences on the SV are not tissue-intrinsic responses through an opsin-TSH-DIO cascade, and we therefore favour a model in which smoltification-related changes in SV function occur as secondary response to neuroendocrine responses to photoperiod mediated by the hypothalamo-pituitary axis. This may include classical changes in smoltification related hormones including cortisol, growth hormone and IGF1, the receptors for all of which are present in our RNAseq dataset (Supplementary Table 1).

While Nakane and colleagues have proposed that the SV is involved in seasonal reproductive regulation in masu salmon, there is no obvious link between the changes in the SV transcriptome observed in the present study and control of the gonadal axis in Atlantic salmon. Rather, several important aspects of our data are consistent with earlier work linking the SV to the regulation of CSF composition. 

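Ependymin transcripts held 6.20 ± 1.21% of TPM in SP-hold FW (SD, n = 4 libraries), 6.68 ± 1.32% in SP-hold SW (n = 3), 8.90 ± 1.37% in SPLL FW (n = 2) and 7.29 ± 1.40% in SPLL SW (n = 4). In 2-sided exact permutation tests the SW effect gave p = 0.686 in SP-hold and p = 0.267 in SPLL. The photoperiod effect gave p = 0.133 in FW and p = 0.629 in SW by the same exact test. Adjusted over the 4 comparisons, these exact p-values were 0.533 to 0.686. The designs with 2 libraries in a group cannot go below an exact p of 0.133, and the others not below 0.0571, so that none could pass 0.05. By share of reads in place of TPM, they held 9.41 ± 1.62% in SP-hold FW (SD, n = 4), 7.65 ± 0.601% in SP-hold SW (n = 3), 12.7 ± 2.31% in SPLL FW (n = 2) and 10.9 ± 1.31% in SPLL SW (n = 4), so that the SP-hold change with SW had the other sign (exact p = 0.171). In SW all 4 SPLL libraries (9.49% to 12.2%) then lay above all 3 SP-hold libraries (7.22% to 8.34%), with the smallest exact p that this design can give, 0.0571. The exact p by reads was 0.4 for SW in SPLL and 0.267 for photoperiod in FW, and without the erythrocyte markers in TPM the 4 were 0.133 to 0.743. Single epd transcripts were also tested in edgeR, and ENSSSAT00000133331 had the lowest FDR of the 4-group test among them, 0.0963, with 2201 ± 606 CPM in SPLL FW (n = 2) against 812 ± 190 in SP-hold FW (n = 4).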

The high contribution (> 15%) of transcripts for the ependymins, *epn1/2* to the overall transcriptomic signature is of particular interest. Ependymins are the dominant protein component of the CSF in teleosts, and their solubility is calcium-dependent (Hoffmann and Schwarz 1996; Shashoua 1991). Previous work highlights the high density of Ca^2+^ containing vesicles in the CSF-contacting globules of the SV coronet cells. These vesicles are thought to be physiologically controlled reservoirs that maintain calcium homeostasis in the cerebrospinal fluid (CSF) (Jansen et al. 1981, 1982; Graña et al. 2012; Cid et al. 2015). Our results suggest a revision of this hypothesis: the SV is a circumventricular organ responsible for high levels of secretion of ependymin to maintain CSF composition, and the vesicular packaging and solubility of ependymin depend on high levels of calcium in the secretory vesicles of the coronet cells. The extensive innervation of the SV by hypothalamic neuronal projections and by CSF-contacting dopaminergic neurons (Joy and Sathyanesan 1979; Sueiro et al. 2007), as well as the extensive transcriptomic responses of the SV to SW exposure would then reflect the need for precise control of ependymin secretion during the transition to a new aquatic environment.

Taken together, our data shows that in the Atlantic salmon, the SV transcriptome responds to SW exposure in a manner that depends on photoperiodic history and smoltification status. Significantly, most of the key elements of the opsin-TSH-DIO seasonal trigger pathway (e.g. *tshb* subunits, *glha1*, and *tshr*) are not present in our SV dataset, suggesting that in contrast to the proposed role of the SV in seasonal reproduction of masu salmon (Nakane et al. 2013), the Atlantic salmon SV does not play a coordinating role in smoltification. Available evidence is consistent with a role for the SV in regulation of CSF composition during transition between freshwater and marine environments. Regarding photoperiodic control of smoltification, we suggest that future work should focus on exploring the role of the hypothalamus and pituitary and whether pituitary derived tshβb plays a functional role in driving the smoltification.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

Supplementary file9

## Data Availability

Data is accessible online (GEO accession number GSE291612).

How the deposited data were processed for this re-analysis (not part of the article)

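The authors trimmed single-end reads with Cutadapt and made the estimated counts (expected counts per transcript, not whole numbers) and the TPM values with Salmon on the Ssal_v3.1 transcriptome, with a correction for GC bias, before the files were deposited. The files list 146780 transcripts for each of 13 libraries. Conditions and replicate numbers were taken from the sample labels, and light hours and salinity from the paper's methods.

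Estimated counts were rounded to whole reads. Transcripts with a median CPM of at least 0.77 were tested, 46383 in all, in edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM factors, 4 group means, no block, 9 residual degrees of freedom). FDR values are Benjamini-Hochberg adjusted p-values of these edgeR tests unless DESeq2 (1.42.0) is named. The threshold was 0.01 for the 4-group test, as in the paper, and 0.05 for contrasts. SE is the log2 fold change divided by the square root of F. By the paper, fish came from duplicate tanks, and libraries were not assigned to tanks here. The 9 residual degrees of freedom therefore treat libraries of a group as independent, also where they share a tank. SPLL FW has 2 libraries, and its spread is assumed to be that of the other groups. The ependymin share was compared by 2-sided exact permutation tests.

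Gene names, zebrafish and mouse matches and positions come from the paper's supplementary tables, and the copy of Supplementary Table 1 used here holds 1119 transcripts. Genes with no identifier there, among them tshb, glha1, tshr, the visual opsins, gmeb1 and the receptors of cortisol, growth hormone and IGF1, were not analysed here. Sums per gene were not used here. Bootstraps of Salmon are not in the files analysed, so no correction for read assignment was made.

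The tests, the alternatives and 28 gene lists were fixed before the data were examined, when values in the supplementary tables had been seen. Named transcripts follow a rule fixed at the same time. It takes the 10 with the lowest p among named transcripts past each test. It adds the 5 with the largest change in each direction with a mean of at least 5 CPM and no overlap of the compared libraries, every gene the paper names, and up to 4 members of each list. The no-overlap condition has no meaning for the interaction and was not applied there. The lists cover the circadian clock, glucocorticoid response, immediate early genes, cholesterol, ion and water transport, calcium handling, endoplasmic reticulum translocon and chaperones, ribosomal proteins, oxidative phosphorylation, chromatin coregulators, histones, interferon response, neuropeptides, opsins, TSH and deiodinases and hormone receptors. Marker lists cover erythrocytes, pituitary, neurons, dopaminergic cells, endothelium, glia and tanycytes, cilia, macrophages and microglia, lymphocytes, oligodendrocytes, muscle, and coronet cells and SV. rhoaa, a small GTPase gene matched by an opsin symbol, was left out of the opsins.

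The planned list tests camera and fry were left out, since names cover only abundant transcripts and those the study selected, and counts of list members are given instead. A simulation with the means, dispersions and library sizes of these libraries gave 0 to 1 false calls per pairwise contrast.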

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

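The results here were singled out by rules fixed in advance. A gap test within groups of 4 libraries (Dixon's ratio above 0.829) was applied to 26 groups of library measures, of which chance marks about 1 in 20, and it marked 1. In SPLL SW the lowest library, replicate 3, had reads for 54196 transcripts.

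The SW response differed between photoperiod groups by the interaction test for 105 transcripts, among them 17 of cluster 2 and 4 of cluster 5. Leaving out single libraries moved these counts, as given with the clusters.

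A signal outside the transcripts the paper discusses was found between SPLL and SP-hold in SW. Of 1411 transcripts past the threshold (657 higher and 754 lower in SPLL), 1143 are in none of the paper's clusters. This contrast used an FDR of 0.05 and the paper's clusters a 4-group test at 0.01, so that the sets are not alike. At an FDR of 0.01 the contrast called 48. At 0.05 it called 313 with effective-length offsets and 109 in 2-group fits. The count of 1411 was 538 and 637 without SP-hold FW replicates 2 and 4, and 140, 817 and 253 without SP-hold SW replicates 1, 2 and 3. It was 662 and 663 without SPLL FW replicates 1 and 2, and 283 and 525 without SPLL SW replicates 1 and 4. Among oxidative phosphorylation transcripts 5 were higher in SPLL SW, a count that was 0 without SP-hold SW replicate 1 or 3 or SPLL SW replicate 1, 8 without SPLL SW replicate 2, 3 without SP-hold FW replicate 1, and 1 without SP-hold FW replicate 2 or 4, SP-hold SW replicate 2, either SPLL FW library or SPLL SW replicate 4.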

How the results depend on the processing

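The direction of each of the 230 calls on named transcripts was the same under every alternative run for it, and 18 stayed past the threshold under each. 2-group fits were run for pairwise contrasts alone, where 24 calls stayed past the threshold and 130 did not. DESeq2 kept 230 past the threshold, RLE factors 227, the length-trend offsets 194, no filter 111 and the replicate block 40. The cause of the shifts in counts below was not tested.

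For the 4-group test (29), an FDR of 0.05 gave 332, RLE 15, DESeq2 3445, filterByExpr 6, the mean CPM filter 11, no filter 10, effective-length offsets 11, length-trend offsets 16, the replicate block 0 and robust dispersion 12. Left-out libraries gave 3 to 65. Of the paper's 334 (12), these gave 192, 4, 334, 1, 2, 1, 1, 4, 0 and 2, and left-out libraries 1 to 8.

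For SW in SP-hold (39), an FDR of 0.01 gave 15, DESeq2 1369, the block 4 and 2-group fits 3 (left-out libraries 32 to 81). For SW in SPLL (125) these gave 27, 2287, 1 and 31, filterByExpr 77 and no filter 31 (87 to 494). For photoperiod in FW (42) an FDR of 0.01 gave 9, DESeq2 1505, no filter 15, the block 2 and 2-group fits 0 (34 to 279). For photoperiod in SW (1411) it gave 48, DESeq2 5483, filterByExpr 494, no filter 197, effective-length offsets 313, the block 157 and 2-group fits 109 (140 to 1344). For the interaction (105) it gave 25, DESeq2 2092, filterByExpr 58, no filter 44, effective-length offsets 67 and the block 3 (62 to 302). For SW averaged over photoperiods (103) it gave 29, DESeq2 1839, filterByExpr 61, no filter 45 and the block 4 (74 to 342).

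Of the TSH, deiodinase and opsin transcripts of Supplementary Table 8 (0 called), DESeq2 called 1, and left-out libraries gave 0 to 0. Detection (7 of 9) was 9 with at least 1 read in 0.5 of the libraries, 9 with 10 reads in total and 9 with a mean TPM of 0.1. Of list members past the threshold in SW (57), DESeq2 gave 147, filterByExpr 36, no filter 15, effective-length offsets 23, the block 9 and 2-group fits 1 (6 to 63).

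For cluster 1 on average (26) DESeq2 gave 62, no filter 10 and the block 0 (14 to 42, median 0.64 to 0.71). For cluster 2 in SW (176) no filter gave 91, effective-length offsets 112 with a median of -1.02, the block 48 and 2-group fits 22 (51 to 177, median -1.29 to -1.12). For cluster 3 on average (7) DESeq2 gave 13, filterByExpr 3, no filter 2, length-trend offsets 2 and the block 0 (1 to 11, median -1.20 to -1.06). For cluster 4 in SP-hold (5) RLE gave 3, DESeq2 9, filterByExpr 2, the mean CPM filter 3, no filter 1, the block 0 and 2-group fits 0 (0 to 5, median -0.64 to -0.54). For cluster 5 in SW (45) no filter gave 29, the block 22, 2-group fits 6 and length-trend offsets a median of 0.97 (16 to 44, median 1.09 to 1.31). The grouping index (0.73) was 0.76 with 6 clusters.

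The ependymin share (7.06%) was 9.97% of reads, and 6.82% to 7.26% with a library left out. The count above 30 TPM (2743) was 1580 for every library, and 2669 to 2794 with a library left out. The replicate number as a block takes up degrees of freedom, and libraries of the same number did not resemble each other, with a mean correlation of 0.0122 over 16 pairs and 0 pairs over 0.1, so that the unblocked fit is the one reported. camera and fry with their alternative, and sums per gene, were not run.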

Differences from the paper's values

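The paper gives 334 differentially expressed transcripts, and 29 passed here at the same FDR of 0.01. None of the alternatives set before the data were examined and run at that threshold came within 1.5 times of the paper's count. These were RLE and upper-quartile factors, DESeq2, filterByExpr, the mean CPM filter, no filter, effective-length and length-trend offsets, the replicate block, robust dispersion and each left-out library. The paper loaded its counts with catchSalmon, which uses Salmon's bootstraps. The files analysed hold no bootstraps, so none of these settings repeats that step, and the cause of the gap was not tested. At an FDR of 0.05, 332 transcripts passed, 192 of them on the paper's list. DESeq2 called all of the paper's 334 at 0.01, among 3445.

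The paper gives 15% as the share of ependymin, and here it was 7.06% of TPM. The share of reads (9.97%) and of TPM without the erythrocyte markers (7.43%), the alternatives set before the data were examined, also differ from the paper's. The paper's mean TPM of the 2 abundant epd transcripts, given below, add up to 15.8%, so that its share lies on the scale of its tables, on which both stand 1.84 times above TPM recomputed here with full transcript length (8.55%). For transcripts above 30 TPM the paper's count and the 2743 here lie within 1.5 times of each other. The TPM scales are unlike, however. Over the 1119 transcripts compared, the paper's TPM was a median of 1.71 times that recomputed with full length. A cutoff of 30 TPM is thus not the same on both scales, and the nearness of the counts does not show the same transcripts above it.

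The paper's mean TPM, read from its supplementary tables, was compared for 27 transcripts of genes the paper names. A mean counts as different where one value is over 1.5 times the other and the gap exceeds the SD over the libraries here. This holds for 21 of the 27, and by the same rule for 832 of the 1119 transcripts of Supplementary Table 1, and no alternative was set for these means. For the 21 the paper's value is given first. They are epd ENSSSAT00000133334 (102117, here 44845) and ENSSSAT00000082883 (56285.4, here 24569), ppia1 (9496.27, here 5557), fabp7 (8756.55, here 5076), HBB ENSSSAT00000213943 (4102.23, here 2203), fabp7b (356.973, here 196), tef (228.197, here 150.2) and BHLHE40 (197.814, here 87.5). Next come TEBP (141.698, here 91.1), ptges3b (141.078, here 57.6), TSC22D3 (105.023, here 42.7) and si:dkey-5n18.1 ENSSSAT00000021713 (98.0715, here 53.1). From Supplementary Table 8 they are Dio2a (2.68, here 1.27), Dio2b (2.27, here 1.13), Dio3a2 (12.66, here 8.25), Gsu (1.47, here 0.867), Opn8b (5.13, here 2.29), Rgrb1 (47.32, here 20.2), Rgrb2 (5.32, here 2.30) and Tmtopsin3a (4.49, here 2.08). Opn8a1 alone is lower in the paper (3.79, here 10.1).

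Changes in the paper's tables differ in sign for 4 transcripts near 0. For Rgrb1 (log2 fold change, seawater effect in SP-hold) the paper has 0.0333, here -2.3e-05. This differs under upper-quartile factors, length-trend offsets and robust dispersion, and not under RLE, DESeq2, filterByExpr, the mean CPM filter, no filter, effective-length offsets, the replicate block and 2-group fits. For the log2 fold change, seawater effect in SPLL, the paper has 0.00974 for ptges3b, here -0.00547, and 0.0138 for fabp7, here -0.00303. Both differ under the alternatives set before the data were examined except RLE, DESeq2 and 2-group fits and some left-out libraries. For HBB ENSSSAT00000213943 (log2 fold change, photoperiod effect in freshwater) the paper has -0.00905, here 0.00235. This does not differ under RLE, DESeq2, effective-length and length-trend offsets and without SP-hold FW replicate 1 or 2 or SPLL FW replicate 1, and does under the others.

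Some statements of the paper on genes are not matched by the calls or tables here. The paper counts dio2a and gpha2 among the transcripts expressed, and here both stay under its filter on median CPM, while both had reads under the 3 other detection rules. The filter here met counts without the paper's catchSalmon step, and the paper's mean TPM of both is higher, as given above. The filters are therefore not alike, and the paper's detection of both is not contradicted. The paper's results place ppp1r1b among transcripts suppressed by SW independent of photoperiod, and here its change in SP-hold was 0.17 (FDR 0.764). The paper's discussion also gives cluster 3 as an example of a stronger response in smoltified fish. The fall of ppp1r1b in SPLL, given with that cluster, goes with this second statement. The paper names ptges2 in cluster 5, where the table of that cluster holds ptges3. Other changes go the paper's way in direction and miss the call in edgeR for some or all of the transcripts, which does not show a different outcome. The paper places tsc22d3 and nr1d1 among the genes that rise in SW, and here their averaged changes of 0.70 (FDR 0.0787) and 0.71 (FDR 0.14) did not pass in edgeR, while DESeq2 called both and tsc22d3 passed in edgeR without SP-hold SW replicate 1. The paper has cluster 2 induced by SW in SP-hold, and here 0 of 187 transcripts passed in edgeR, while all 187 had a fitted change above 0, with 149 at an unadjusted p under 0.05 and 108 higher in DESeq2. The paper has clusters 2 and 5 depend on photoperiod in their response, and here the interaction passed for 17 of 187 and 4 of 45 in edgeR, and for 119 and 35 in DESeq2. All 45 of cluster 5 and 146 of cluster 2 went the paper's way when adjusted over each list alone. The study chose both clusters on these libraries by the shape of their group means. The directions and counts given here for clusters 2 and 5 are therefore not independent evidence.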

Other observations

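All tests of this part were planned before their results were seen, except those on read depth at 0-read transcripts and on the paper's TPM scale. Of 55 transcripts for subunits of the respiratory chain and ATP synthase, 5 were higher in SPLL SW than in SP-hold SW in edgeR and 34 when adjusted over the list alone, with a median of 0.87 over all 55. ndufa1, of complex I, was higher by 1.65 (SE 0.30, FDR 0.0249) and ATP5I, of ATP synthase, by 0.91 (SE 0.19, FDR 0.0396). The call on ndufa1 was lost without any of the 3 SP-hold SW libraries or SPLL SW replicate 1 (FDR up to 0.112), and that on ATP5I also without SP-hold FW replicate 2 or 4, either SPLL FW library or SPLL SW replicate 4 (FDR up to 0.154). The median of the list was 0.25 once each library's trend of counts on transcript length was removed and 0.48 without SPLL SW replicate 3, so that much of this shift is not separable from length and from that library. Of 158 ribosomal protein transcripts 2 passed and 0 when adjusted over the list alone (54 at an unadjusted p under 0.05, 32 in DESeq2). Their median of 0.68 was 0.09 with the length trend removed and 0.27 without SPLL SW replicate 3. Of 18 transcripts of the endoplasmic reticulum translocon and chaperones 4 were higher (10 higher and 2 lower when adjusted over the list alone), with a median of 0.64, and of 0.24 with the length trend removed. Of 17 histones 6 were higher (7 when adjusted over the list alone, median 0.38), and with the length trend removed 3 were higher and 1 lower. Single libraries carry these counts. Without SP-hold SW replicate 1 all 4 lists had 0 past the threshold, and without SP-hold SW replicate 3 or SPLL SW replicate 1 they had 0 to 2. The ribosomal count was 7 without SPLL SW replicate 2, and 0 or 1 without any other library but SPLL SW replicate 3. The translocon and chaperone count was 1 or 2 without SP-hold FW replicate 2 or 4 or SP-hold SW replicate 2. The histone count was 2 or 3 without SP-hold FW replicate 2 or 4, SP-hold SW replicate 2, either SPLL FW library or SPLL SW replicate 3 or 4.

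Markers of other cells were counted in the same comparison. Of 11 erythrocyte transcripts 0 passed in edgeR (9 at an unadjusted p under 0.05, 9 in DESeq2, 9 higher when adjusted over the list alone), with a median of 1.64, and of 1.00 without SPLL SW replicate 3. The growth hormone gene gh1, the 1 pituitary marker, had 8.95 ± 5.58 TPM in SP-hold FW (SD, n = 4), 11.8 ± 6.17 in SP-hold SW (n = 3), 52.3 ± 72 in SPLL FW (n = 2) and 145 ± 183 in SPLL SW (n = 4), and did not pass (3.95, SE 1.45, FDR 0.165). Of 14 coronet cell and SV markers 1 was higher and 1 lower (6 and 2 when adjusted over the list alone), and of 16 calcium handling transcripts 1 and 1 (9 and 1). Of 8 glia and tanycyte markers 1 was higher (3 higher and 1 lower when adjusted over the list alone), and of 3 cilia markers 1. Vamp2, of synaptic vesicles, was higher by 0.57 (FDR 0.0344), while syp (-1.93, FDR 0.0144) and Syn2 (-1.99, FDR 0.0313), also of synaptic vesicles, were lower. The call on syp was lost without SP-hold SW replicate 1 (FDR 0.0654), and that on Syn2 also without SP-hold FW replicate 2 or 4, SP-hold SW replicate 3, either SPLL FW library or SPLL SW replicate 1 (FDR up to 0.126). Of 2 muscle markers in Supplementary Table 1, 1 was lower. The counts for coronet cells, calcium, glia, cilia, muscle and Vamp2 were 0 without SP-hold SW replicate 1 or 3. Those for coronet cells, glia, muscle and Vamp2 were 0 without SP-hold SW replicate 2 as well, those for calcium, cilia, muscle and Vamp2 without SPLL SW replicate 1, and those for muscle and Vamp2 without SPLL SW replicate 4. Vamp2 was also 0 without SP-hold FW replicate 2 or 4, either SPLL FW library or SPLL SW replicate 3. The count for calcium was 1 without any 1 of these 5 libraries, SP-hold SW replicate 2 or SPLL SW replicate 4. That for coronet cells was 1 without SP-hold FW replicate 2 or 4, either SPLL FW library, or SPLL SW replicate 1 or 4. Of 4 neuropeptide transcripts 0 passed in edgeR (4 at an unadjusted p under 0.05, and 3 higher and 1 lower when adjusted over the list alone). cd74a of macrophages (-0.55) and dicp2.1 of lymphocytes (1.38) did not pass. Of 9 ion and water transport transcripts 1 was higher (slc22a18) and 2 lower (kcnj13 and WNK1), and 0 passed without SP-hold SW replicate 1. These 3 come from the study's clusters, and of the 6 in Supplementary Table 1, 0 passed in edgeR (2 at an unadjusted p under 0.05, 0 in DESeq2). The call on kcnj13 was also lost without SP-hold SW replicate 3 or SPLL SW replicate 1 (FDR up to 0.094).

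Lists with members mostly from the study's clusters are not independent of them. In SW, SPLL against SP-hold, 1 of 3 cholesterol transcripts was lower (srebf2), 1 of 2 immediate early transcripts lower (Nr4a1, -1.24), and of 2 endothelial transcripts 1 was higher (egfl7) and 1 lower (stab2). That count of 2 was 0 without SP-hold SW replicate 1 or 3 or SPLL SW replicate 4, and 1 without SP-hold FW replicate 2 or 4, SP-hold SW replicate 2, either SPLL FW library, or SPLL SW replicate 1 or 3. igfbp3, on the hormone receptor list, was lower (-1.58, FDR 0.0459), a call that held without SPLL SW replicate 4 and was lost without any other library (FDR up to 0.116). Nr4a1 and srebf2 lost theirs without SP-hold SW replicate 1 or 3, and Nr4a1 also without SPLL SW replicate 1 (FDR up to 0.073). Of 4 opsin transcripts, 5 of the TSH and deiodinase list and 1 of the interferon list, 0 passed in edgeR. Each had 0 at an unadjusted p under 0.05 and 0 in DESeq2. Tmtopsin3a, of Supplementary Table 8 and not on the opsin list, had an unadjusted p of 0.0206 (FDR 0.166). On the TSH and deiodinase list, which also holds tef and tefb, 1 of 5 was higher in SW in SP-hold and 1 averaged over photoperiods, both times tefb, and the averaged count was 2 without SPLL SW replicate 3. Of 12 clock and 11 glucocorticoid response transcripts 2 and 1 were lower in SPLL SW, counts that were 1 and 0 without SP-hold SW replicate 1 or 3 or SPLL SW replicate 1 or 4. The lists of dopaminergic and oligodendrocyte markers had 0 members with a name. In FW, 42 transcripts differed between SPLL and SP-hold (5 higher, 37 lower), a count that was 65 without SP-hold SW replicate 1, 279 and 177 without SPLL FW replicates 1 and 2, and 140 without SPLL SW replicate 3.

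In SW, clusters 4 and 5 were higher and cluster 2 lower in SPLL than in SP-hold, and transcript length or SPLL SW replicate 3 could produce such shifts. With the length trend removed the medians were -1.09, 0.89 and 0.97 for clusters 2, 4 and 5. Without SPLL SW replicate 3 they were -1.13, 0.97 and 1.09, against -1.19, 1.00 and 1.23. Neither the average length trend nor that library alone thus accounts for the whole of these medians. The 2 steps were not combined. The study chose the clusters on these libraries, replicate 3 included, which limits what leaving it out can show. Chance is an unlikely source of the count of 1411 between SPLL and SP-hold in SW, since 1 of 35 splits of the 7 libraries, the real one, reached it (highest other 51). For SW in SP-hold the real split alone also reached the count, by a smaller margin (39 against a highest other of 26, 1 of 35 splits). Both lie under the share set in advance. A share of 1 in 35 is the lowest these splits can give, and no adjustment over the tests was made, so that chance is not fully excluded for the 39. It cannot be excluded for SW averaged over photoperiods (103 against 132, reached by 8 of 100 splits). Light, salt and tank remain open as sources of the SP-hold difference, and this was not tested. After the start of the short photoperiod, SP-hold fish met constant light only in the seawater tank.

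In SP-hold, 222 transcripts had 0 reads in all 3 SW libraries and reads in all 4 FW libraries, and 13 of these were among the 39 past the threshold. Chance cannot be excluded for the count of 222, which 14 of 35 splits reached (highest other 370). Too few reads could explain a 0. The median of their mean reads in FW was 18 over all 222, which does not decide it. Genetic differences between fish, which 0 reads of a transcript might also reflect, were not tested.

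The paper's mean TPM of abundant transcripts differs from that in the files, and a candidate explanation is a factor per transcript together with full transcript length in place of effective length. With full length, the log2 ratio of the paper's TPM to the recomputed TPM varied between libraries within a transcript by a median SD of 0.000308, against 0.0271 with the TPM in the files, over 1119 transcripts. The highest ratio was 1.84, and 250 transcripts lay within 1% of it, both abundant epd transcripts among them. The paper's means of these 2 add up to 15.8% of TPM and those with full length to 8.55%, so that full length alone does not reach the paper's ependymin share. What the factor stands for was not tested.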
